A study of Mus musculus with 6 samples. Its data were reported in "Single-cell analysis of bidirectional reprogramming between early embryonic states identify mechanisms of differential lineage plasticities in mice" (2024).

How the data were processed

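CUT&RUN for GATA4 and GATA6 was carried out on mouse XEN cells, with 3 libraries per factor per the labels. The labels give the line 3F2 for all 6 libraries. The study's methods text names 3F6 beside it and fewer replicates, and the files cannot show which is right. The labels were followed, so each SD with n = 3 assumes 3 replicates of one line. The authors aligned paired-end reads to mm10 with bowtie2, removed duplicates, reads of low mapping quality, mitochondrial reads and blacklisted regions, and made a pileup of all remaining fragments. They called regions in each library separately with SEACR. The study's methods text gives stringent mode, no normalisation and a numeric threshold, which keeps a fixed top share of signal blocks. Without the pileups, the region numbers could not be checked against that threshold. No IgG control entered the call as described. A threshold of this kind largely fixes how many regions a library yields, whatever the number of true sites, and it leaves uneven background in place. Regions not present in all replicates of a factor were discarded to give the combined lists.

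The deposited list of each library gives, per region, its position, a total signal (fragment pileup summed over its base pairs) and a maximum signal, both unscaled for depth. Signal was therefore used only to describe, rank or select regions within a list and never compared between lists. The combined lists hold positions only. The labels state 30000000 reads per sample, but the reads left after filtering are not given per library, so precision is expressed as the SD over 3 replicates or as an exact (Clopper-Pearson) binomial interval over regions, which covers counting error only.

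Groups were taken from the sample titles. Lists were merged where regions overlapped or touched, and overlap meant at least 1 bp. Numbers of regions were compared by a two-sided exact permutation test and overlap of lists by the Jaccard index with a one-sided exact permutation over the 10 divisions of 6 libraries into 3 and 3. Sharing of the combined lists, gene sets and motif shares were tested by Fisher's exact test, whose units are regions or genes and not replicates. Promoter shares were compared with 1000 random placements within the assembled bases of the same chromosome. TSSs and features came from GENCODE release M21, protein-coding and lncRNA genes, with all annotated transcripts, and sequence from the GRCm38 assembly, whose chromosome lengths contained every region. All 26 XEN and PrE, 26 pluripotency and 12 AP-1 genes were found among 21938 protein-coding genes. WGATAR was sought on both strands within 100 bp of the region midpoint, since the combined lists carry no position of maximum signal, and in windows 2 kb to either side.

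Single genes named are 19 members of the gene sets that the study's text mentions, in a list fixed before the data were examined. The list does not hold every gene mentioned there; Klf4, Mybl2 and Crxos, for example, are in the sets but not in the list, and Klf9 and Egr1 are in neither. The sets too were fixed beforehand, and placing Tet1, Tet2 and Dnmt3l in the pluripotency set was a choice made here. Single regions named are the 3 of each combined list, and the 3 exclusive to each factor, with the highest mean within-list percentile of total signal over the replicates of that factor. The tests of the main comparisons, the gene sets, the naming rules and most alternatives were fixed before the data were examined. Further tests of the closing section were chosen after patterns had been seen in the data, among them those of chromosomes 8, 14 and 19. Alternatives included lists of equal length (42446 regions), stricter lists (21223 regions), other overlap rules, windows, annotations, motifs and controls, autosomes only, and leaving out each library in turn. The recomputed combined lists equalled the authors' own, so that alternative had no separate value. Gene-density matching used 10000 permutations, and GC-matched windows lay within 2 percentage points of GC content.

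The overlap and motif code was tested on simulated data. In lists of the real lengths with planted sites, each present in a list with a fixed probability, 74.4% of 4000 shared sites were recovered as common to the simulated GATA4 lists, where 72.9% was built in. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. Differential expression data of the study were not used here.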

Results

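CUT&RUN, in which an antibody directs a nuclease to cut DNA beside a bound protein and the released fragments are sequenced, was applied to GATA4 and to GATA6 in mouse extra-embryonic endoderm (XEN) cells. XEN cells are a stem cell line of the primitive endoderm (PrE), and both proteins are transcription factors of that lineage. The study profiled the starting XEN cells to ask which genes the 2 factors might bind directly. There were 3 libraries per factor, 6 in all, each with its own list of called regions, and 1 combined list per factor. The labels state 30000000 reads per sample for all 6 libraries. The files give no read totals, so the number of reads that remained in each library after filtering is unknown. All positions are in mm10.

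The GATA4 libraries held 49597, 46646 and 48397 called regions in replicates 1, 2 and 3, with a mean of 48213 ± 1484 (SD, n = 3). The GATA6 libraries held 46484, 42446 and 44539, with a mean of 44490 ± 2019 (SD, n = 3). The difference of 3724 regions gave p = 0.1 in a two-sided exact permutation test (n = 3 and 3), which is the smallest p that 3 against 3 libraries can give. When base pairs were counted in place of regions, the lists covered 23.4 ± 4.22 Mb for GATA4 and 22.8 ± 3.23 Mb for GATA6 (SD, n = 3; exact permutation p = 0.8), so the difference in covered length was smaller than the spread between replicates. Most regions rested on few fragments. The median of the maximum signal, the highest number of stacked fragments in a region, was 4 in each of the 6 libraries, and between 75.7% and 83.0% of regions in a library had a maximum of 5 or less.

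The lists were next compared pair by pair with the Jaccard index, the base pairs shared by a pair of lists divided by those covered by either. It averaged 0.1002 ± 0.00373 (SD) over the 3 pairs of GATA4 libraries and 0.0674 ± 0.00124 over the 3 pairs of GATA6 libraries. Pairs of a GATA4 and a GATA6 library averaged 0.0788 ± 0.00189 (SD, 9 pairs). Random placement of one list of each pair within its chromosomes gave 0.00583. The mean of the 6 same-factor pairs exceeded that of the 9 cross-factor pairs by 0.00499, and no other division of the 6 libraries into 3 and 3 gave a larger excess (one-sided exact permutation p = 0.1, the smallest that 10 divisions allow). That excess came from the GATA4 pairs: every cross-factor pair (0.0747 to 0.0809) overlapped more than any GATA6 pair (0.0663 to 0.0687). Leaving out GATA4 replicate 1 turned the excess into a deficit of -0.0037, and leaving out GATA4 replicate 2 or 3 gave -0.00324 and -0.00273.

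**Figure D1:**
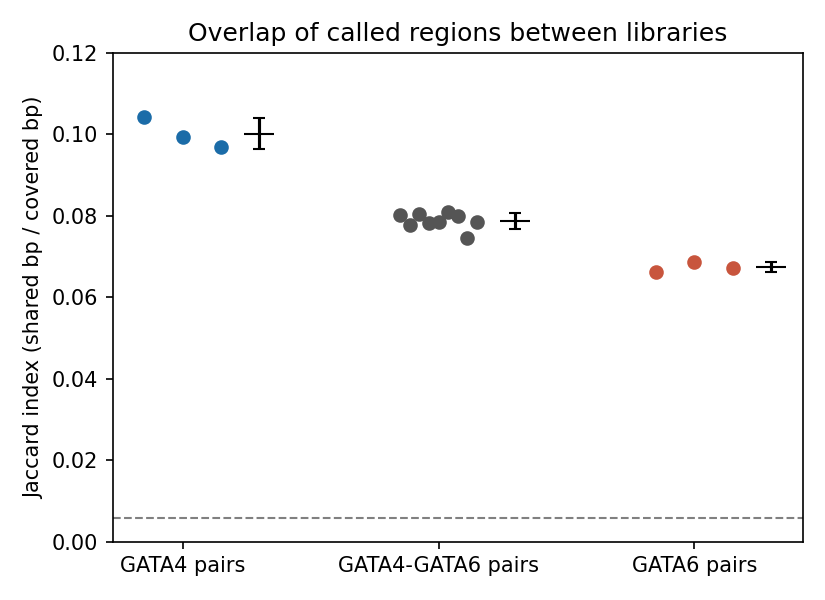
Jaccard index of called regions (y axis, shared base pairs over covered base pairs) for the 15 pairs of libraries, 1 point per pair, with mean and SD beside each group of points. The dashed line is the mean of 0.00583 after random placement; cross-factor pairs lie below the GATA4 pairs and above the GATA6 pairs.

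The 3 GATA4 lists merged into 116365 regions, of which 98067 were called in 1 library, 10016 in 2 and 8282 in all 3. The 3 GATA6 lists merged into 113034 regions, of which 98692 were called in 1 library, 9172 in 2 and 5170 in all 3. The regions common to all replicates had the same coordinates as the authors' combined lists in 8282 of 8282 cases for GATA4 and 5170 of 5170 for GATA6. On average 18.2% ± 0.819 of the regions in a GATA4 library and 12.2% ± 0.668 of those in a GATA6 library (SD, n = 3) lay in the combined list. The count of common regions depended most on the number of replicates required, rising to 18298 for GATA4 and 14342 for GATA6 with at least 2 of 3. Leaving out any one GATA6 library raised the GATA6 count to between 7945 and 8557. Within a list, the replicate-common regions ranked high by total signal. The probability that a common region had a higher total signal than another region of its library (the area under the ROC curve) was 0.860 ± 0.00692 for GATA4 and 0.822 ± 0.00575 for GATA6 (SD, n = 3). It moved most for the lists common to a pair of replicates, to 0.806 for GATA4 without replicate 2 and 0.763 for GATA6 without replicate 3.

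Of the 5170 combined GATA6 regions, 3738 (72.3%, exact 95% binomial interval 71.1 to 73.5) overlapped a combined GATA4 region. In the other direction, 3744 of 8282 GATA4 regions (45.2%, 44.1 to 46.3) overlapped a GATA6 region. Intervals of this kind cover counting error over regions only. Over the 201994 merged regions called in any of the 6 libraries, membership in the 2 combined lists was associated with an odds ratio of 109.4 (Fisher's exact test, log10 p of -4237). Of these merged regions, 83.2% were called in 1 library of 6 and so could not be in either combined list. That fills the group in neither list by construction and raises the odds ratio. The odds ratio fell to between 71.4 and 76.7 when a GATA4 library was left out. It was 50.3 to 53.2 when a GATA6 library was left out, and 27.5 with at least 2 of 3 replicates. Requiring at least 2 of 3 replicates moved the GATA6 share to 60.3% and the GATA4 share to 47.3%. With one GATA6 replicate left out, the GATA6 share fell to between 54.2% and 56.6%, so the order of the shares followed the length of the lists.

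Regions called in all 3 libraries of one factor and in none of the other numbered 748 for GATA4 and 186 for GATA6, 934 in all. The other 9 divisions of the 6 libraries into 3 and 3 gave totals of 489 to 560, and single directions of 182 to 359. The GATA6 count was thus within the range of arbitrary trios and the GATA4 count above it. With 10 divisions the share cannot go below 0.1. The total depended on the rule, reaching 8694 with at least 2 of 3 libraries of one factor and between 2390 and 2639 when any one of the 6 libraries was left out. GATA4 had more exclusive regions than GATA6 under every rule that asked the same of both factors, among them at least 2 of 3 libraries (5252 and 3442), equal-length lists (679 and 194) and leaving out chromosomes 8, 14 and 19 (612 and 106). With one library left out the requirement was unequal. Without a GATA4 library the counts were 2128 to 2333 for GATA4 and 306 to 310 for GATA6. Without GATA6 replicate 1, 2 or 3 they were 1249, 1197 and 1260 for GATA4 and 1141, 1385 and 1289 for GATA6, so GATA6 had more in the last pair of cases. When the lists of all 6 libraries were merged together, 5250 regions were called in all 3 GATA6 libraries. Of these, 3793 were also called in all 3 GATA4 libraries, 901 in 2, 370 in 1 and 186 in none.

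**Figure D2:**
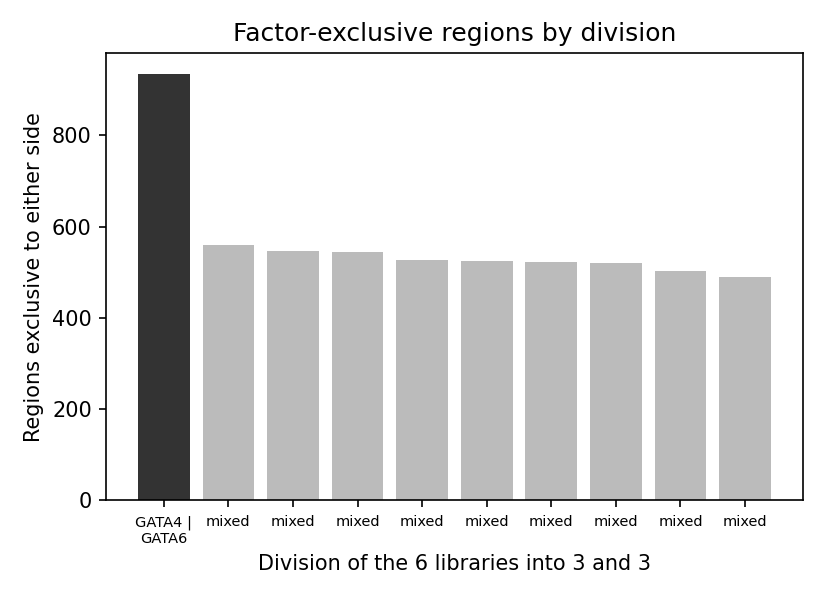
Number of regions called in all 3 libraries of one side and none of the other (y axis), for each of the 10 divisions of the 6 libraries (x axis). The division by factor (dark bar) reached 934 and the 9 mixed divisions (grey bars) 489 to 560.

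The GATA4-exclusive region with the highest mean signal percentile was on chromosome 2 from 170194985 to 170196137, in intergenic sequence 47458 bp from the nearest protein-coding TSS, that of Zfp217. The next lay in an intron of Tek (chromosome 4, 94746137 to 94746967) and in an intron of Akap2 (chromosome 4, 57834114 to 57834772). The GATA6-exclusive regions of highest percentile were on chromosome 17 from 56613053 to 56613596, 91 bp from the TSS of Rpl36, on chromosome 19 from 43950250 to 43951541, and on chromosome 14 from 81593267 to 81594572. The last of these was intergenic, and its maximum signal was 3, 5 and 5 in the replicates. In both combined lists the 3 regions of highest percentile lay within the gene Sfi1 on chromosome 11. The first of them spanned 3161995 to 3167018 in the GATA4 list, with maximum signals of 92, 104 and 108, and 3161993 to 3167010 in the GATA6 list, with 103, 102 and 109.

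Called regions were unevenly spread over chromosomes. Chromosomes 8, 14 and 19 make up 12.8% of the autosomal length. They held 2.92 ± 0.270 times as many regions per Mb as the other autosomes in the GATA4 libraries and 3.29 ± 0.208 times as many in the GATA6 libraries (SD, n = 3). The combined lists were uneven too, with 2.05 times as many regions per Mb there for GATA4 and 2.80 times for GATA6. Counts were also high from 150 to 170 Mb on chromosome 1 and from 70 to 110 Mb on chromosome X.

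**Figure D3:**
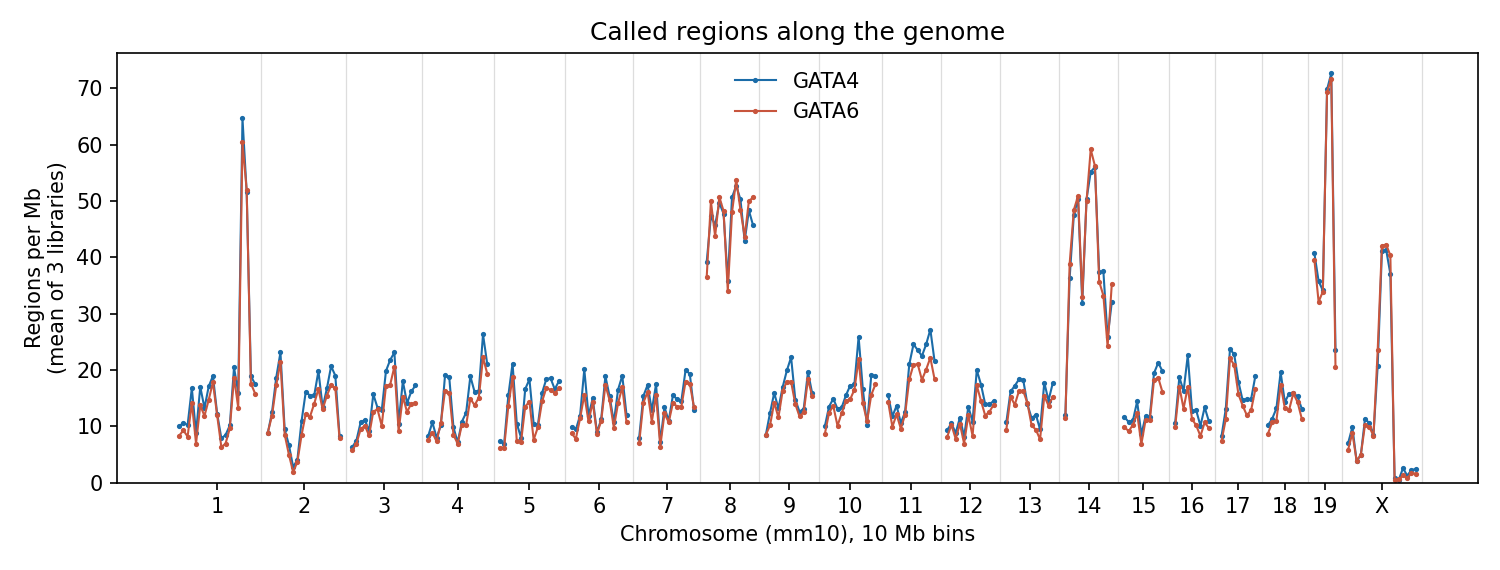
Called regions per Mb (y axis, mean of the 3 libraries of each factor) in 10 Mb bins along chromosomes 1 to 19 and X (x axis). Chromosomes 8, 14 and 19 and parts of 1 and X stand above the rest in both factors.

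Promoter content was measured as the share of regions whose midpoint lay within 1 kb of an annotated transcription start site (TSS). It was 48.6% (4023 of 8282, interval 47.5 to 49.7) for the GATA4 list and 54.2% (2802 of 5170, 52.8 to 55.6) for the GATA6 list. The same regions placed at random in their chromosomes gave 5.03% ± 0.245 and 5.04% ± 0.302 (SD over 1000 placements). In both lists no placement reached the observed share (permutation p = 0.001, the smallest that 1000 placements can give). The share moved most with lists of regions called in at least 2 of 3 replicates, to 38.9% for GATA4 and 40.0% for GATA6, and was 55.2% and 59.7% with a window of 2.5 kb. Regions in the GATA4 list only were at promoters in 43.5% of cases (1972 of 4538) and regions in the GATA6 list only in 52.1% (746 of 1432; Fisher's exact test, two-sided, p = 1.22e-08). This order depended on how many replicates each list required: with those longer lists for both factors the shares were 26.8% and 21.2%, the opposite direction, and the order also turned when any one GATA6 library was left out (a GATA4 minus GATA6 difference of 4.65 to 7.7 points).

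Gene sets fixed before the data were examined were then compared with all other protein-coding genes for a GATA4 combined region within 50 kb of a TSS. Among 26 XEN and PrE genes, 21 (80.8%) had such a region, against 47.6% of other genes (Fisher's exact test, two-sided, p = 0.000668, Benjamini-Hochberg adjusted over the 3 lists 0.00201). Among 12 AP-1 genes, 11 (91.7%) had one (Fisher's exact p = 0.00237, adjusted 0.00355). Among 26 pluripotency genes, 11 (42.3%) had one, which did not differ from the other genes (Fisher's exact p = 0.696, adjusted 0.696). Against genes matched on local gene density, expected shares were 40.9% for the XEN and PrE genes (permutation p = 0.0002, the smallest these permutations can give) and 52.9% for the AP-1 genes (permutation p = 0.0082). Neither comparison left out chromosomes 8, 14 and 19, where GATA4 combined regions were 2.05 times as dense. Junb and Gata4 lie on chromosomes 8 and 14. With the GATA6 list, 69.2% of XEN and PrE genes and 58.3% of AP-1 genes had a region, and the AP-1 share no longer differed from other genes (Fisher's exact p = 0.232).

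At individual genes, Gata4 (chromosome 14, 63198922 to 63271692) had 8 GATA4 regions and 4 GATA6 regions within 50 kb of a TSS, on a chromosome where regions of all kinds were dense. The nearest GATA4 region, from 63271471 to 63272177, covered a TSS. Gata6 (chromosome 18, 11052064 to 11085635) had 4 GATA4 regions and 1 GATA6 region, the nearest in an intron at 11052220 to 11052690 for GATA4. Sox17 had 3 regions in each list, with the nearest GATA4 region in its UTR (chromosome 1, 4493415 to 4493883). Pdgfra had 4 GATA4 regions and 2 GATA6 regions, the nearest GATA4 region from 75156599 to 75157325 on chromosome 5. Junb, on chromosome 8, had 8 GATA4 regions and 7 GATA6 regions. Jun had 1 region in each list, at its TSS on chromosome 4, while Fos and Atf3 had 1 GATA4 region each and no GATA6 region. In the pluripotency set, Nanog had 1 GATA4 region, 34655 bp from a TSS and within Slc2a3, and Tet1 had 1 region in each list, 21445 bp away for GATA4. Pou5f1, Sox2, Esrrb, Zfp42, Fgf4, Dppa3, Utf1, Tet2 and Dnmt3l had none in either list.

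The GATA motif WGATAR occurred within 100 bp of the midpoint in 39.7% of GATA4 regions, against 30.6% of windows 2 kb to either side, a difference of 9.17 percentage points (Fisher's exact test, two-sided, p = 1.32e-46). For GATA6 the shares were 33.0% and 30.6%, a difference of 2.33 points (Fisher's exact p = 0.00333). Control windows matched on GC content gave the largest difference, 23.0 points for GATA4 and 17.2 for GATA6, after 2116 and 1516 GC-rich regions without a match were left out. In windows of 250 bp to each side the GATA4 difference fell to 2.26 points and the GATA6 difference changed sign to -5.44 points. The shares split by position. Away from promoters 59.7% of GATA4 regions and 52.7% of GATA6 regions held the motif, against 30.7% and 31.1% of their flanks. At promoters 18.6% and 16.3% held it, against 30.4% and 30.3% of flanks. Regions in the GATA6 list only held the motif in 25.2% of cases, below their flanks at 29.5%, whereas regions in the GATA4 list only held it in 42.6%, against 31.1%. GATA4 regions shared with GATA6 held it in 36.2% of cases, against 29.9% of flanks, and 54.8% of them lay at promoters.

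**Figure D4:**
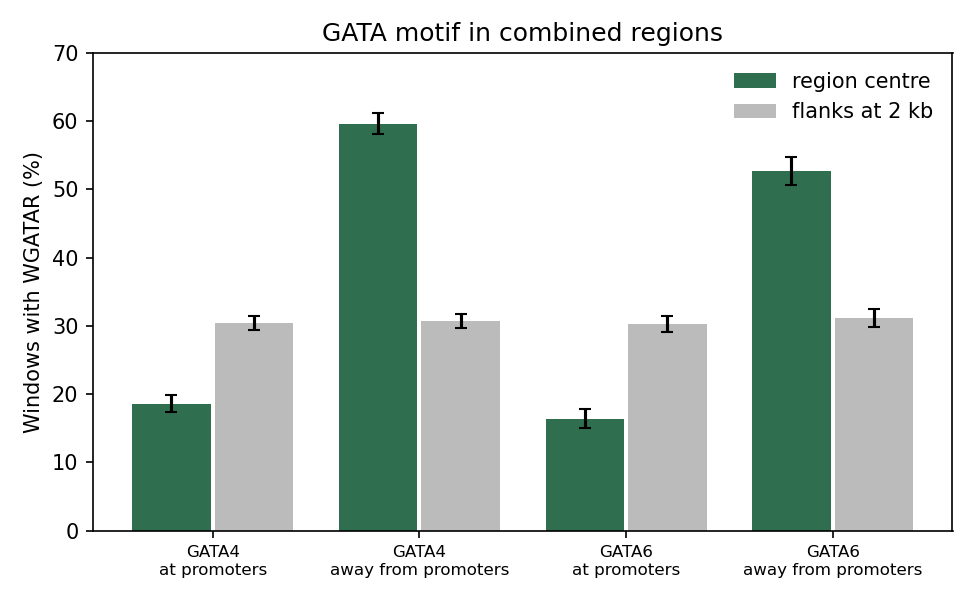
Share of 200 bp windows with WGATAR (y axis, percent) at region midpoints (green) and 2 kb to either side (grey), for combined regions within 1 kb of a TSS and away from one; bars carry exact 95% binomial intervals. The motif is above the flanks away from promoters (59.7% and 52.7%) and below them at promoters (18.6% and 16.3%).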

Values the study reported

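The study reported that about 64% of the genes downregulated on loss of Gata4 had at least one CUT&RUN peak within 50 kb of their TSS. For upregulated genes it put the share at about 45%, which it described as similar to genes that did not change. For CUT&RUN, the study's methods described 2 replicates and a pair of XEN lines, 3F2 and 3F6.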

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

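Leaving out chromosomes 8, 14 and 19, centring the motif search on the maximum signal, and the lists of at least 2 of 3 replicates for promoter shares were chosen after the data had been seen. Of 154 alternative values, the sharing of the combined lists, the promoter shares of each list against random placement, the XEN and PrE gene set and the GATA4 motif difference kept their direction and their side of 0.05 under each alternative run for them.

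The difference in regions per library kept its sign in every alternative, with exact permutation p between 0.1 and 0.8; 3 against 3 libraries cannot fall below 0.1, so this says nothing about stability. By which regions were called, the replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their factor's mean correlated at 0.00102 to 0.00148 over merged regions. Region counts ran in the same order in both factors, highest in replicate 1 and lowest in replicate 2. The 3 pairs are too few to tell whether that order reflects pairing. With the replicate block, the difference was 3724 regions (sign-flip p = 0.25, exact, the smallest that 3 pairs allow). The overlap excess was then 0.00474 and the exclusive regions 934.

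The overlap excess of same-factor pairs became negative when any GATA4 library was left out (-0.0037 to -0.00273) and rose to between 0.0126 and 0.0135 when a GATA6 library was left out. By construction, leaving out a GATA4 library leaves 1 GATA4 pair beside 3 GATA6 pairs, and the GATA6 pairs overlap least.

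Counts followed the number of lists required. With at least 2 of 3 replicates there were 18298 common regions for GATA4, 14342 for GATA6 and 8694 exclusive regions. Stricter lists left 3433 common GATA6 regions. Without one GATA6 library 7945 to 8557 regions were common to the remaining GATA6 lists. Exclusive regions rose to between 2390 and 2639 when one library was left out, since fewer lists had to agree.

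Promoter shares of regions in one list only reversed their order. The GATA4 share minus the GATA6 share was -8.64 points, and 4.65, 5.93 and 7.7 points without GATA6 replicates 1, 2 and 3, when the GATA6 list took in regions of 2 libraries only; over all leave-one-out lists it ran from -13.5 to 7.7 points. With at least 2 of 3 replicates in both lists it was 5.66 points.

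The AP-1 set lost its difference from other genes with the GATA6 list (58.3%, p = 0.232 by Fisher's exact test). The GATA6 motif difference reversed to -5.44 points in windows of 250 bp; the cause was not tested. Centring on the maximum signal raised it to 5.68 points, and for GATA4 to 15.1 points.

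The area under the ROC curve moved by more than its replicate SD in each alternative while staying above 0.5. For GATA4 it was 0.895 with maximum signal, 0.875 with signal per width and 0.870 with the 50% overlap rule, and for GATA6 0.877, 0.857 and 0.834. Leaving out a library gave 0.806 to 0.823 for GATA4 and 0.763 to 0.770 for GATA6. The number of filtered reads per library is unknown, which limits these comparisons, since a region called in 1 library may have been missed in the others.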

Other observations

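The tests of local clusters, of unequal enrichment and of other divisions of the libraries were chosen after the result had been seen. The test of added motif sites was added last, after the other results had been seen, with its prediction stated before it was run.

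Matching on sequence composition did not remove the excess of regions on chromosomes 8, 14 and 19: among 1 Mb bins of like GC content the ratio to other autosomes was 3.24, and among bins of like gene number 3.34, against 3.12 unadjusted. Nor did it sit in a few clusters, since 29 of 30 bins of 10 Mb on these chromosomes exceeded the 95th percentile of other autosomal bins. Regions called in 1 library were 2.96 times as dense there as on other autosomes, and regions called in all 6 libraries 2.78 times. If most of the added regions were sites with the GATA motif, regions called in 1 library would hold it more often there. Their excess over flanks was 3.18 percentage points on these chromosomes and 3.15 on the other autosomes, a difference of 0.0279 ± 0.325 (counting SE). That gives no sign that most of the added regions were motif sites. An equal excess at 2.96 times the density leaves open that motif sites were added in proportion to other regions. Sites that are weak or lack the motif stay open too, so more binding on these chromosomes is not excluded. A candidate explanation is extra copies of these chromosomes in the cells (line 3F2 per the labels, though the study's methods text also names 3F6), which an unnormalised call without a control would turn into more regions. A test chosen once these chromosomes had been picked out, with its prediction stated before it was run, came out that way. The total signal reached by the top 10% of promoters was taken within each list, relative to the median of the other autosomes, and averaged over the 6 libraries. It was 1.40 on chromosome 14, 1.51 on chromosome 19 and 1.70 on chromosome 8, and at most 1.08 on any other autosome. The lowest single library of these 3 chromosomes was at 1.27, on chromosome 14. The lists hold called regions only, and these chromosomes were picked for having more of them. More binding there could raise the promoter signal too, so the test does not tell extra copies from more binding. Steps were also seen inside chromosomes. On chromosome 1 the bins from 150 to 170 Mb held 625 and 517 regions per library, against a median of 125 in its other bins. On chromosome X the bins from 70 to 110 Mb held 221 to 418. From 110 Mb onward they held 5.5 to 20. On chromosome 19 the bins from 30 to 50 Mb held 695 and 721.5, and the bin from 50 to 60 Mb held 220. On chromosome 14 the bin from 0 to 10 Mb held 117.5, against 250 to 571 in its other bins. An even gain of whole chromosomes alone does not account for these counts. No karyotype or read coverage was analysed here, so copy number stays a hypothesis, and no biological contrast of the design bears on it. Of the 186 GATA6-exclusive regions, 43.0% lay on these 3 chromosomes, against 18.2% of the 748 GATA4-exclusive ones.

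GATA6 lists overlapped GATA4 lists more than they overlapped each other, by 0.0114 in mean Jaccard index. List length was not the reason, as lists cut to equal length gave 0.0133. Neither was the background of chromosomes 8, 14 and 19, since leaving them out gave 0.0137. Weaker enrichment of the GATA6 libraries over sites shared by both factors may produce such an order. In its pure form no site is particular to a factor and each site is weakened in the same proportion. The cross-factor mean would then lie near the geometric mean of the within-factor means, though this was not simulated. The ratio was 0.959, and the other 9 divisions gave 0.992 to 1.02. The real division was thus the lowest of 10, which leaves room for sites particular to a factor. Sites weakened in unequal proportion would lower the ratio too, and 10 divisions cannot exclude chance. Antibody quality and factor cannot be told apart because each factor has its own antibody.

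The exclusive regions do not tell sites particular to a factor from weaker enrichment of the GATA6 libraries over shared sites. Weaker enrichment would also leave more regions exclusive to GATA4 and raise the total of the real division. Of the 10 divisions of the libraries, 1, the real one, gave as many as 934, so chance cannot be excluded at this number of libraries. With all 3 libraries of each factor, the excess over other divisions was on the GATA4 side. GATA4 stayed ahead under every rule applied alike to both factors. Leaving out one library does not test this order, since a region exclusive to the factor with the library left out had to be called in 2 libraries and one exclusive to the other factor in 3, which favours the former. Without a GATA4 library GATA4 stayed ahead, and without GATA6 replicate 2 or 3 GATA6 had more (1385 and 1289, against 1197 and 1260 for GATA4). GATA4-exclusive regions held WGATAR in 50.4% of cases, against 31.8% of their flanks, and GATA6-exclusive regions in 32.8%, against 31.7% (Fisher's exact p = 0.848).

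Against flanks around region midpoints, the motif excess of the combined lists was 9.17 percentage points for GATA4 and 2.33 for GATA6, and it came from regions away from promoters. The excess depended on the control, the centre and the window. It was 23.0 and 17.2 points against GC-matched windows, which left unmatched GC-rich regions out, and 15.1 and 5.68 points around the maximum signal. In windows of 250 bp to each side it fell to 2.26 points for GATA4 and -5.44 for GATA6. For GATA4 the excess over flanks was 40.7 percentage points larger away from promoters than at them, and for GATA6 35.5 points. Promoters are GC-rich, which lowers the chance of an AT-rich motif, so each window was also compared with shuffles of its own bases. The gap between positions remained, at 24.4 points for GATA4 and 20.5 for GATA6. At promoters 18.6% of GATA4 windows held the motif and 19.3% of their shuffles, whereas away from promoters the shares were 59.7% and 35.9%. A hypothesis from this is that many promoter regions, which make up 48.6% of the GATA4 list, may reflect open chromatin cut without a GATA site. Away from promoters, however, the shuffles held the motif more often than the flanks did (30.7%). Shuffles may thus overstate the background, so an excess at promoters is not excluded. An IgG library was not analysed here, and indirect binding was not tested.

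The region of highest signal percentile, inside Sfi1, had nearly the same ends in both combined lists, and 35.6% of the GATA4 region was soft-masked repeat. The third Sfi1 region was 8224 bp long in the GATA4 list and 18128 bp in the GATA6 list. No test of the origin of these regions was run.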
